# Quantitative assessment of protein activity in orphan tissues and single cells using the metaVIPER algorithm

**DOI:** 10.1038/s41467-018-03843-3

**Published:** 2018-04-16

**Authors:** Hongxu Ding, Eugene F. Douglass, Adam M. Sonabend, Angeliki Mela, Sayantan Bose, Christian Gonzalez, Peter D. Canoll, Peter A. Sims, Mariano J. Alvarez, Andrea Califano

## Abstract

We and others have shown that transition and maintenance of biological states is controlled by master regulator proteins, which can be inferred by interrogating tissue-specific regulatory models (interactomes) with transcriptional signatures, using the VIPER algorithm. Yet, some tissues may lack molecular profiles necessary for interactome inference (orphan tissues), or, as for single cells isolated from heterogeneous samples, their tissue context may be undetermined. To address this problem, we introduce metaVIPER, an algorithm designed to assess protein activity in tissue-independent fashion by integrative analysis of multiple, non-tissue-matched interactomes. This assumes that transcriptional targets of each protein will be recapitulated by one or more available interactomes. We confirm the algorithm’s value in assessing protein dysregulation induced by somatic mutations, as well as in assessing protein activity in orphan tissues and, most critically, in single cells, thus allowing transformation of noisy and potentially biased RNA-Seq signatures into reproducible protein-activity signatures.

## Abstract (web summary)

VIPER has been successfully used to assess the regulatory activities of proteins from gene expression data, but its dependence on tissue-specific molecular profiles limits its applicability. MetaVIPER, introduced here, enables inference of the protein activities in orphan tissues and single cells.

## Introduction

Most biological events are characterized by the transition between two cellular states representing either two stable physiologic conditions, such as during lineage specification^1,2^ or a physiological and a pathological one, such as during tumorigenesis^3,4^. In either case, cell state transitions are initiated by a coordinated change in the activity of key regulatory proteins, typically organized into highly interconnected and auto-regulated modules, which are ultimately responsible for the maintenance of a stable endpoint state. We have used the term “master regulator” (MR) to refer to the specific proteins, whose concerted activity is necessary and sufficient to implement a given cell state transition^5^. Critically, individual MR proteins can be systematically elucidated by computational analysis of regulatory models (interactomes) using MARINa (Master Regulator Inference algorithm)^6^ and its most recent implementation supporting individual sample analysis, VIPER (Virtual Inference of Protein activity by Enriched Regulon)^7^. These algorithms prioritize the proteins representing the most direct mechanistic regulators of a cell state transition, by assessing the enrichment of their transcriptional targets in genes that are differentially expressed. For instance, a protein would be considered significantly activated in a cell-state transition if its positively regulated and repressed targets were significantly enriched in overexpressed and underexpressed genes, respectively. The opposite would, of course, be the case for an inactivated protein. As proposed in^7^, this enrichment can be effectively quantitated as Normalized Enrichment Score (NES) using the Kolmogorov–Smirnov statistics^8^. We have shown that the NES can then be effectively used as a proxy for the differential activity of a specific protein^7^. Critically, such an approach requires accurate and comprehensive assessment of protein transcriptional targets. This can be accomplished using reverse-engineering algorithms, such as ARACNe^9^ (Accurate Reverse Engineering of Cellular Networks) and others (reviewed in ref. ^10^), as also discussed in ref. ^7^.

MARINa and VIPER have helped elucidate MR proteins for a variety of tumor related^11–17^, neurodegenerative^18–20^, stem cell^21,22^, developmental^6^, and neurobehavioral^23^ phenotypes that have been experimentally validated. The dependency of this algorithm on availability of tissue-specific models, however, constitutes a significant limitation because use of non-tissue-matched interactomes severely compromises algorithm performance^11^. Since ARACNe requires *N* ≥ 100 tissue-specific gene expression profiles, representing statistically independent samples, some tissue contexts may lack adequate data for accurate interactome inference. These “orphan tissues” include, for instance, rare or poorly characterized cancers, as well as progenitor states during lineage differentiation. In addition, the specific tissue lineage of a sample may be poorly defined, thus preventing selection of appropriate interactome models. Consider, for instance, a single cell isolated from a heterogeneous sample, such as whole brain or stroma-infiltrated tumor, where many highly distinct and often uncharacterized cell lineages are inextricably commingled.

To address this challenge, we reasoned that while regulatory models are clearly lineage specific, due to the distinct epigenetic state of the cells, the transcriptional targets of a specific protein (i.e., its regulon) may be at least partially conserved across a small subset of distinct lineages. Thus, once a sufficient number of tissue-specific interactomes is available, the likelihood that one or more of them may represent a good model for the regulon of a specific protein increases, even though one may not know a priori which model may represent the best match for each protein. Indeed, the regulons of different proteins may be optimally represented within different interactomes. This is further helped by the fact that VIPER analysis is robust if at least 40% of a protein’s regulon is accurately inferred^7^. Conversely, as shown in Supplementary Fig. 1 when a protein regulon is incorrectly assessed for a specific tissue, it is not consistent with the tissue-specific gene expression signature, thus producing no significant enrichment. Taken together, these observations constitute the basis for the implementation of a context-independent algorithm for protein activity assessment (metaVIPER).

MetaVIPER implements a statistical framework for evidence integration across a large repertoire of context-specific interactomes, see Methods for details. The algorithm is based on the assumption that only regulons that accurately represent the transcriptional targets of specific proteins in the tissue of interest will produce statistically significant enrichment in genes that are differentially expressed in that tissue (Fig. 1a).

**Fig. 1:**
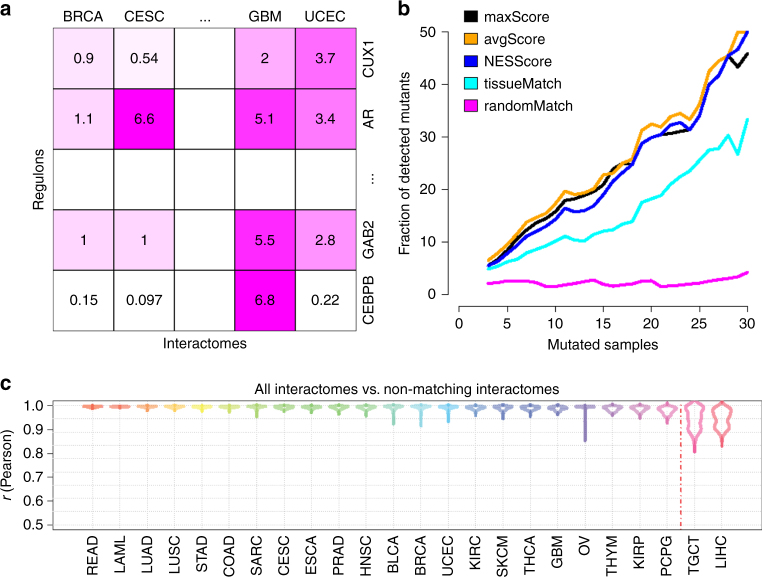
Inferring protein activity with metaVIPER. **a** Overview of metaVIPER. The set of transcriptional targets for each regulatory protein (its regulon) constitutes the fundamental building blocks of an interactome, which reflect its overall, context-specific regulatory control structure. MetaVIPER identifies the regulon that best recapitulates the regulatory targets of a protein by assessing its enrichment in the tissue-specific differential expression signature. In the example shown here, for instance, the regulon for protein CUX1 in an unknown or orphan tissue is better recapitulated by the uterine corpus endometrial carcinoma (UCEC)-based regulon, while the transcriptional program for the androgen receptor protein (AR) is better recapitulated by the cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC) and glioblastoma (GBM)-based regulons. The numbers indicate –log10(*p*-value) for enrichment of the regulons on the gene expression signature, as computed by VIPER. **b** Impact of recurrent coding somatic mutations on metaVIPER-inferred protein activity. Fraction of proteins showing significant association between metaVIPER-inferred protein activity and somatic mutations (*p* < 0.01) is presented. VIPER analysis was performed using the tissue-matched network (tissueMatch), metaVIPER was performed by integrating the results from individual interactomes using maxScore, avgScore, and NESScore methods; the baseline control was computed by using intercatomes selected at random (randomMatch). The *X*-axis represents the minimum number of TCGA samples presenting the specific gene mutation required for inclusion of the encoded protein in the analysis. **c** Inference of protein activity for orphan tissues. MetaVIPER can effectively reproduce differential protein activity in TCGA tissues, even when the corresponding matched interactome is removed from the analysis. The only partial exception is represented by two tissue lineages—liver hepatocellular carcinoma (LIHC) and testicular germ cell tumors (TGCT)—which are defined by highly specific regulatory programs. The probability density distribution for the correlation between protein activities (NES) inferred by metaVIPER using all available interactomes vs. metaVIPER using all, but the tissue-matched interactome (Pearson’s correlation) across all samples is shown by the violin plots

To assess whether metaVIPER can effectively assess protein activity in context-independent fashion we perform a number of distinct benchmarks. First, we assessed whether results produced by analysis of context-specific interactomes (e.g., inferred from breast cancer samples) could be effectively reproduced when only interactomes from other tissues are used in integrative fashion. We also test whether the ability to assess dysregulation of proteins whose encoding gene harbored a recurrent somatic alteration was improved by metaVIPER. Finally, we assess the algorithm’s ability to transform low-depth single cell RNA-Seq (scRNA-Seq) profiles into highly reproducible protein activity profiles that accurately reflect cell state, while removing technical artifacts and batch effects, compared to state of the art gene expression based methods. These improvements significantly increase the ability to analyze the biological function and relevance of gene products whose mRNAs are undetectable in low-depth, scRNA-Seq data (dropout effect), without any a priori knowledge of the single cell’s lineage. In particular, it allows more stringent analysis of critical lineage markers, for which no mRNA reads may be detectable in individual cells, either individually or as a set, supporting a “virtual FACS” analysis.

## Results

### Overview of metaVIPER

Let us assume a tissue context T for which a matched tissue-specific interactome was not available. Furthermore, without loss of generality, let us focus on a specific protein of interest P and on its T-specific regulon R_T_. Given a sufficient number of additional tissues T_1_ … T_*N*_ for which accurate, context-specific interactomes are available, we hypothesize that R_T_ will be at least partially recapitulated in one or more of them. Based on previous results^7^, VIPER can accurately infer differential protein activity, as long as 40% or more of its transcriptional targets are correctly identified. As a result, even partial regulon overlap may suffice. Indeed, paradoxically, there are cases where a protein’s regulon may be more accurately represented in a non-tissue matched interactome than in the tissue-specific one. This may occur, for instance, when expression of the gene encoding for the protein of interest has little variability in the tissue of interest and greater variability in a distinct tissue context where the targets are relatively well conserved. A key challenge, however, is that one does not know a priori which of the tissue-specific interactomes may provide reasonable vs. poor models for R_T_.

To address this challenge, we leverage previous studies showing that if an interactome-specific regulon provides poor R_T_ representation, approaching random selection in the limit, then it will also not be statistically significantly enriched in genes that are differentially expressed in a tissue-specific signature S_T_. Thus, if one were to compute the enrichment of all available regulons for the protein P in the signature S_T_, only those providing a good representation will produce statistically significant enrichment, if P is differentially active in the tissue of interest. Conversely, if the protein is not differentially active in T, then no regulon R_T1_ … R_TN_ should produce statistically significant enrichment. If these assumptions were correct, given a sufficient number of tissue-specific interactomes, this would provide an efficient way to integrate across them to compute the differential activity of arbitrary proteins in tissue contexts for which a suitable interactome model may be missing.

To determine the best strategy for integrating the statistics of the enrichment across multiple interactomes, we compared several approaches. Specifically, for each protein, we first computed enrichment using a tissue-matched interactome (tissueMatch). This corresponds to the original implementation of the VIPER algorithm. We then compared these results to those obtained using different metrics to integrate across the regulons of all non-tissue-matched interactomes, including (a) the NES with the most statistically significant absolute value (maxScore), (b) the average of all NES scores (avgScore), and (c) the weighted-average of all NES scores, weighed by the NES absolute value (NESScore). For these tests, we used a total of 24 interactomes generated from TCGA cohorts, see Supplementary Table^24^.

To objectively evaluate the performance of these alternative integrative methods, we considered a comprehensive set of proteins, whose genes harbor recurrent somatic mutations, as reported by both TCGA and COSMIC (see Methods). These mutations drive tumorigenesis by altering the activity of key oncogenes and tumor suppressors and have been used to identify proteins for targeted inhibitors, based on the oncogene additional paradigm^25^. We thus assessed method performance by assessing the statistical significance of the correlation between metaVIPER-inferred protein activity and the presence of a recurrent genetic alterations in the corresponding gene locus (*p* < 0.01), under the assumption that better methods would yield higher significance. To produce an optimal metric across all recurrent mutational events, we assessed correlation as a function of recurrence (Fig. 1b). Indeed, the more recurrent a mutation is, the more likely it is to be functionally relevant and thus affect the corresponding protein’s activity. Recurrence is reported as the number of samples in TCGA and COSMIC where a specific gene locus was mutated, see Methods. As shown in Fig. 1b, there is a clear trend showing that the more recurrently mutated a gene locus is, the larger the fraction of proteins showing statistically significant correlation between metaVIPER-inferred protein activity and mutational state. For instance, about 50% of the genes harboring locus-specific mutations in at least 30 TCGA samples could be detected as producing differentially active proteins by metaVIPER analysis (*p* < 0.01).

Surprisingly, based on this metric, all four strategies for cross-tissue integration (metaVIPER) significantly outperformed the use of tissue-specific interactomes, i.e., the original VIPER algorithm (tissueMatch). This suggests that integrating the structure of regulatory networks across a large number of representative tissue types provides a more informative regulon representation on an individual protein basis. The randomMatch method serves as a baseline negative control, in which for each sample, protein activity was computed using VIPER with an interactome selected at random. As discussed in the following sections, we performed several additional benchmarks to comprehensively and systematically assess the method’s performance in orphan tissues, as well in single cells.

### MetaVIPER-based protein activity inference in orphan tissues

Small sample size severely undermines the performance of ARACNe, which typically requires at least 100 independent samples, representative of the same tissue lineage^26^ to perform accurate regulon inference for VIPER analysis. This significantly limits the ability to accurately measure protein activity in orphan tissues, defined as rare or poorly characterized tissue types, for which the number of available gene expression profiles is not sufficient to produce an accurate interactome model. For instance, considering tumor cohorts in the TCGA repository, we identified Cholangiocarcinoma (*N* = 36) and Uterine Carcinosarcoma (*N* = 57) could be considered orphan tissues for which an accurate ARACNe network could not be generated. Orphan tissues also include a variety of normal or non-cancer, disease-related cell states that lack appropriate gene expression profile characterization, including many of the intermediate states of differentiation representing multipotent or progenitor population.

Since metaVIPER is designed to infer protein activity without requiring a tissue-specific regulatory model, we designed an objective benchmark to assess metaVIPER’s ability to accurately measure protein activity in orphan tissues. We first assembled a gold-standard set using metaVIPER to assess the activity of all proteins for which an ARACNe regulon was generated (see Methods), in each sample of each TCGA cohort, using all available TCGA interactomes including the tissue-matched one. This is preferred to using only the tissue-matched interactome because from the objective benchmark using mutational data this methodology has emerged as being more accurate than the original VIPER analysis. However, for completeness, we also report results of this analysis using the tissue-matched interactomes as gold-standard, see Supplementary Fig. 2. We then performed the same analysis using metaVIPER with all available TCGA interactomes, except for the tissue-matched one. For instance, consider Rectum Adenocarcinoma (READ) as a tumor for which an ARACNe interactome could not be accurately inferred. We would then compute the VIPER-inferred activity of all proteins in each TCGA READ sample using either all available TCGA interactomes (gold-standard reference) or all interactomes except for the READ interactome, exactly as if it were not available. We then measure overall protein activity correlation between the two analyses as a quality metric for metaVIPER ability to correctly infer protein activity in the absence of a tissue-matched interactome. This benchmark was performed for each of the all 24 tissue types in TCGA, see Supplementary Table^24^. Results show extremely strong average correlation (*ρ* > 0.97) between the two analyses for 22 out of 24 tissues (excluding liver hepatocellular carcinoma (LIHC) and testicular germ cell tumors (TGCT)). This suggests that, even in the absence of a tissue-matched model, most tissues may be studied virtually without loss of resolution using metaVIPER (Fig. 1c, Supplementary Fig. 2). Thus most orphan tissues can be studied using metaVIPER with virtually no notable result quality degradation. Not surprisingly, the two outlier tissues have a rather unique nature. Indeed, LIHC is originated from hepatocytes, which are unique endoderm derived secretory cells^27^. Similarly, TGCT originate from testicular germ cells, which are specialized pluripotent cells that give rise to gametes^28^. Hepatocytes and testicular germ cells are thus highly specialized tissues with no other related tissues among the 24 in TCGA. However, as the number of interactomes in our repertoire grows the probability of having true outlier tissues will decrease. Note, however that, despite their specialized nature even the two outlier tissues presented high average correlation with the results of the tissue-matched analysis (*ρ* > 0.95).

This raises the important issue of an objective metric to assess whether metaVIPER—when used with a specific repertoire of tissue-specific interactomes—is adequate for inferring protein activity in tissues lacking a matched interactome (i.e., orphan tissues). To achieve this goal, as proposed in ref.^9^, we will use the Empirical Cumulative Distribution Function of the absolute value of the VIPER NES (ECDF_|NES|_) of all proteins in an orphan tissue sample or samples^11^. In Supplementary Fig. 7, we show violin plots for the ECDF_|NES|_ of each TCGA cohort, using the corresponding tissue-matched interactome. The rightmost plot (TCGA) shows the average of all cohort-specific probability densities. This provides a useful reference to assess whether a specific interactome repertoire is adequate for the metaVIPER-based analysis of an orphan tissue. For instance, we analyzed LAML samples using only a GBM interactome, which would be clearly inappropriate since LAML and GBM cells belong to epigenetically distinct lineages. The result is shown in the first-to-last violin plot (Neg.Ctrl.). As shown this ECDF is clearly an outlier with respect to All-TCGA. Thus, by comparing the ECDF for a tissue of interest against the All TCGA reference, one can effectively assess the quality of the analysis.

### Single cell analysis

The last few years have seen tremendous development of single cell profiling methodologies and in particular of scRNA-Seq. The advent of these technologies provides new insight in understanding transition, maintenance, and cell–cell communication processes, across cell states and at an individual cell resolution^29^. However, a major challenge of these approaches is related to the very low depth of sequencing ranging between 10 and 200K reads per cell. While this is sufficient to perform coarse analyses, such as multi-dimensional clustering to identify molecularly distinct sub-populations, it is extremely ineffective in precisely quantitating the expression of individual genes. Indeed, the vast majority of genes lack even one mRNA read in individual cells (dropouts) and a large number have a single read. Due to these significant dropout effects, elucidating biological mechanisms at the single cell level remains challenging. In contrast, as shown in ref. ^7^, VIPER analysis is largely unaffected by sequencing depth because differential protein activity is assessed based on the differential expression of hundreds of transcriptional targets. Thus, measurement and biological noise sources are effectively averaged out, resulting in highly reproducible measurements. Indeed, we have shown that VIPER-inferred protein activity profiles from FFPE samples were extremely well correlated to those from fresh-frozen samples, despite dramatic loss of correlation at the gene expression level^7^, leading to NYS CLIA approval of two VIPER-based tests. As a result, one would expect VIPER to be well suited to performing analysis of single cell populations in a way that is amenable to quantitative protein activity assessment.

Unfortunately, however, when dealing with heterogeneous samples, the specific tissue context of each individual cell cannot be determined a priori. Even if this were possible, it is unlikely that context specific interactomes would be available for rare lineages and progenitor states that are captured by single cell profiling methodologies. MetaVIPER represents a useful alternative in these cases, because, while preserving the robustness of VIPER, it is agnostic to tissue type and should thus be well suited to analysis of single cell gene expression profiles from heterogeneous tissues.

To illustrate metaVIPER applicability to single cell expression profile data, we specifically profiled 85 single cells (see Methods) from a mouse glioblastoma (GBM) model^30,31^. 

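Several genes of glial progenitors and of the cell cycle were read in nearly every one of the 85 cells. *Sox10*, a transcription factor gene of the oligodendrocyte lineage, was read in all 85 cells at a mean of 418 ± 243 CPM (reads of a gene scaled to the total count of the cell; SD over cells). *Nes*, which encodes the intermediate filament nestin, was also read in all 85, at 324 ± 268 CPM, and *Cspg4*, which encodes the NG2 proteoglycan of oligodendrocyte progenitors, in 84. The mitotic genes *Top2a* and *Mki67* were read in 84 and 83 cells. Other progenitor genes were read less. Of 25 markers listed for proneural cells and oligodendrocyte progenitors, 13 were read in at least 50% of the cells and 5 in fewer than 10%. Of 11 neural stem genes, 7 were read in at least 50% and 3 in fewer than 10%. Of 11 genes of myelinating oligodendrocytes, 4 had no read and 6, these among them, were read in fewer than 10% of the cells. Others were read widely: *Cnp* in 75 cells, *Plp1* in 71, *Mbp* in 66 at a mean of 610 CPM and *Ugt8a* in 53. In addition, the gap junction gene *Gja1*, high in astrocytes, was read in 82 at 348 CPM. The tubulin gene *Tubb3* was read in 77 cells, whereas *Stmn2* was read in 5, and 9 of 11 neuronal genes were read in fewer than 10% of the cells. Of 12 genes of microglia and macrophages, 7 had no read in any cell, and no cell held reads of more than 2 of them. Of 9 lymphocyte genes, 7 had no read, while *Lck* was read in 21 cells. Of 10 endothelial genes, 4 had no read, while *Flt1*, a receptor of vascular endothelial growth factors, was read in 44 cells. A gene with reads in 0 of 85 cells may still have reads in up to 3.53% of such cells (3 of 85).
The cells were isolated from mouse tumor tissue and cultured before capture on the microfluidic chip. The paper gives no number of mice or cultures, and the cells are taken here as 1 culture. Cells of 1 culture are not replicates, so no p-value is given, and SDs describe the spread between cells. Full-length cDNA was amplified by PCR and sequenced without unique molecular identifiers, so reads are not independent molecules and intervals cover counting error only. Each library carried 1 of 11 indexes at one end and 1 of 8 at the other. The authors aligned the 100-bp reads to mm10 with Tophat 2 and counted uniquely aligned exonic reads per gene with HTSeq. The deposited values are these counts, not normalized. Total counts per cell ranged from 135432 to 783143 with a median of 299467, and the number of genes with at least 1 read ranged from 4965 to 8082 with a median of 6959. Here, counts were divided by the total count of the cell to give CPM and analysed as log2(CPM + 1). Clustering and scores used the 11100 genes with a read in at least 10% of the cells, and the score of a cell for a gene list was the mean z-score of the list's members.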

Previous studies have demonstrated that GBM comprises two major subtypes, mesenchymal (MES) and Proneural (PN), which may present different proliferation capability (Prolif)^13,32–34^. We inferred protein activity at the single cell level by metaVIPER analysis across 5 brain tumor interactomes, and 24 TCGA human cancer tissue interactomes (see Methods and Supplementary Table). Contrary to gene expression profile analysis, the inferred protein activity signatures clearly captured single cells representing MES and PN subtypes. Indeed, unsupervised metaVIPER analysis recapitulated previously reported subtype-specific MR proteins^13^, which were identified among the most dysregulated on a single cell basis (Fig. 2a). Such level of resolution could not be recapitulated by differential gene expression analysis, largely due to transcript-level noise in individual cells (Fig. 2b). 

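MES genes and PN genes each varied as a group over the cells, and the groups ran in opposite directions. Of 27 MES genes that could be tested, 25 had a negative Spearman's rho with the PN score, with a median of -0.398. The largest were *Anxa1*, which encodes a calcium-dependent membrane-binding protein (rho = -0.703), *S100a6* (rho = -0.680) and *Cd63*, a tetraspanin gene (rho = -0.680). The exceptions were *Chil1* (rho = 0.0834) and *Mycn* (rho = 0.0437). Of 22 PN genes, 17 had a negative rho with the MES score, with a median of -0.385, among them *Lhfpl3* (rho = -0.614), *Ptprz1*, a receptor phosphatase gene of oligodendrocyte progenitors (rho = -0.613), *Sox11* (rho = -0.577) and *Olig1* (rho = -0.535). *Zfp217*, *Sox8*, *Vcan*, *Sox4* and *Epn2* had a positive rho with the MES score, the highest being that of *Zfp217* (rho = 0.283). Of all genes tested, 59.1% had a positive rho with the PN score (median 0.0383) and 45.8% with the MES score (median -0.0184).
The mean pairwise Pearson's r was 0.221 ± 0.0271 between the MES genes and 0.112 ± 0.0197 between the PN genes (SD over 100 random sets of 42 cells). None of 10000 random lists of the same size and expression level was as high, the highest reaching 0.0744 for MES and 0.0968 for PN. Over the 85 cells the MES and PN scores had a Pearson's r of -0.733 ± 0.0481 and a Spearman's rho of -0.708, against -0.222 to 0.702 for r between pairs of random lists. Without the 2 cells farthest from the median MES score, r was -0.715. In 30 cells the MES score was above 0 and the PN score below 0, and in 37 cells the reverse. Both scores were above 0 in 11 cells and below 0 in 7. The scores differed by less than 0.25 in 15 cells. With the regulators of the Fig. 2 legend alone, 6 for MES and 2 for PN, r was -0.214. Protein activity was not computed, since the interactomes were not used here. The paper reasons that largely transcript-level noise in single cells kept differential gene expression from the resolution it reports for protein activity (Fig. 2b).

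**Figure D1:**
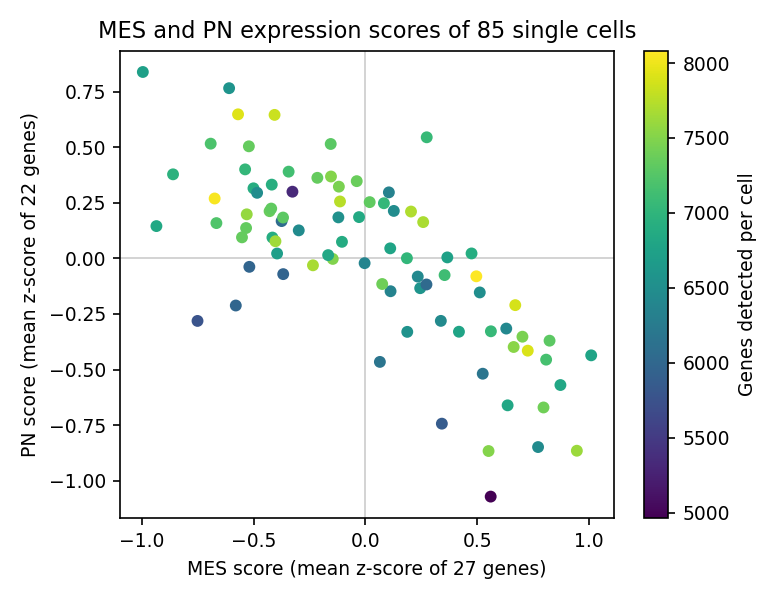
MES score (x axis, mean z-score of 27 genes) and PN score (y axis, mean z-score of 22 genes) of the single cells, 1 point per cell, colored by the number of genes detected. The scores fall along a diagonal from high PN to high MES (r = -0.733), with 37 cells in the upper left and 30 in the lower right.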

Unsupervised clustering analysis of metaVIPER-inferred protein activity efficiently separated single cells in two major groups, with ~40% of the cells recapitulating the activity pattern of previously described MR proteins of MES (*FOSL1, FOSL2, RUNX1, CEBPB, CEBPD, MYCN, ELF4*), and the remaining ~60% recapitulating those of the PN, such as *OLIG2* and *ZNF217*. 

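Unsupervised clustering of the 85 expression profiles gave 66 and 19 cells (77.6% and 22.4%). To keep the scored genes out of the grouping, the profiles were also clustered on 10995 genes without the MES, PN and proliferation lists, which again gave 66 and 19 cells, with higher MES scores and lower PN scores in the smaller cluster. The MES score was -0.113 ± 0.489 in the larger cluster and 0.392 ± 0.309 in the smaller (SD over cells). The PN score was 0.0904 ± 0.332 and -0.314 ± 0.422, and the proliferation score, which differed by less than its SD, was 0.0361 ± 0.439 and -0.125 ± 0.462. The first principal component held 5.48% of the variance, with a Spearman's rho of 0.765 with the MES score, -0.714 with the PN score and -0.490 with the number of genes detected.
The mean silhouette width, which is 1 for fully separate clusters and near 0 for cells that lie between them, was 0.0518 ± 0.0104 (SD over random sets of cells) and at most 0.00250 in 100 data sets in which each gene was shuffled over the cells. It was below 0 in 4 cells, all in the larger cluster. Clusters were made by Ward linkage on 1 minus Pearson's r between z-scored profiles. The choice of genes moved the silhouette. With 624 transcription factor genes it was 0.0348, with 60 and 25 cells, below the median of 0.0471 for random sets of the same size and expression level. With the 200 genes of highest variance it was 0.204, with 44 and 41 cells, against at most 0.0567 for random sets. These 200 genes were picked from the same data, and the random sets were matched on mean expression, not on variance. With the 49 MES and PN genes, a set chosen after seeing the data, the silhouette was 0.256, with 53 and 32 cells, against at most 0.124. The clusters also differed in depth, with a median total count of 343541.5 in the larger and 247602 in the smaller and medians of 7060.5 and 6791 genes detected. In simulated profiles of 34 and 51 cells, 1000 of 11100 genes changed 4-fold gave a silhouette of 0.0180 and an adjusted Rand index of 1, meaning full recovery of the planted groups. With 200 genes changed 4-fold the index was 0.297. These profiles were simulated from shuffled values, so their silhouettes cannot be set beside 0.0518.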

In sharp contrast, unsupervised, gene expression based cluster analysis could not effectively separate individual cells in distinct clusters (Fig. 2a, b). Indeed, ~40% of the critical subtype-related proteins were undetectable at the gene expression level in any of the single cells (black horizontal bars in Fig. 2a). 

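Each of the 15 regulators named in the Fig. 2 legend had reads in some of the cells, and none had reads in all of them. Of the MES regulators, *Runx1* was read in 63 of 85 cells at a mean of 82.3 CPM, *Cebpd* in 45 at 7.10 CPM, *Fosl2* in 44 at 20.9 CPM and *Fosl1*, which encodes a subunit of the AP-1 transcription factor, in 33 at 36.1 CPM. *Cebpb* and *Mycn* were each read in 9 cells, *Cebpb* with a single read in each, and *Elf4* in 5 cells, which is 5.88% (95% Clopper-Pearson interval 1.94% to 13.2%). Of the PN regulators, *Olig2*, a transcription factor gene of the oligodendrocyte lineage, was read in 51 cells at 68.5 CPM, and *Zfp217*, the mouse ortholog of *ZNF217*, in 25 at 6.89 CPM. Of the proliferation regulators, *Hmgb2* was read in 83 cells, *Pttg1* in 82, *Foxm1* in 73, *Smad4* in 70, *E2f8* in 54 and *E2f1* in 33. In GRCm38, *Fosl1* lies on chromosome 19 from 5447698 to 5455938, *Cebpb* on chromosome 2 from 167688915 to 167690432 and *Olig2* on chromosome 16 from 91225550 to 91228677.
A cell held reads of 4 to 12 of the 15 regulators, with a median of 8, and 46.7% of the regulator values over the cells were 0. A share of 0 of 15 genes has a 95% Clopper-Pearson interval of up to 21.8%. When at least 5 reads in a cell were asked for, 1 regulator, *Cebpb*, was left undetected. The paper's text does not list the 200 transcription factors of Fig. 2a, so genes of transcription factor families were taken in their place. Of these 1055 genes, 228 had no read in any cell, which is 21.6% (95% Clopper-Pearson interval 19.2% to 24.2%). A further 203 were read in fewer than 10% of the cells, and 16 were read in every cell.

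**Figure D2:**
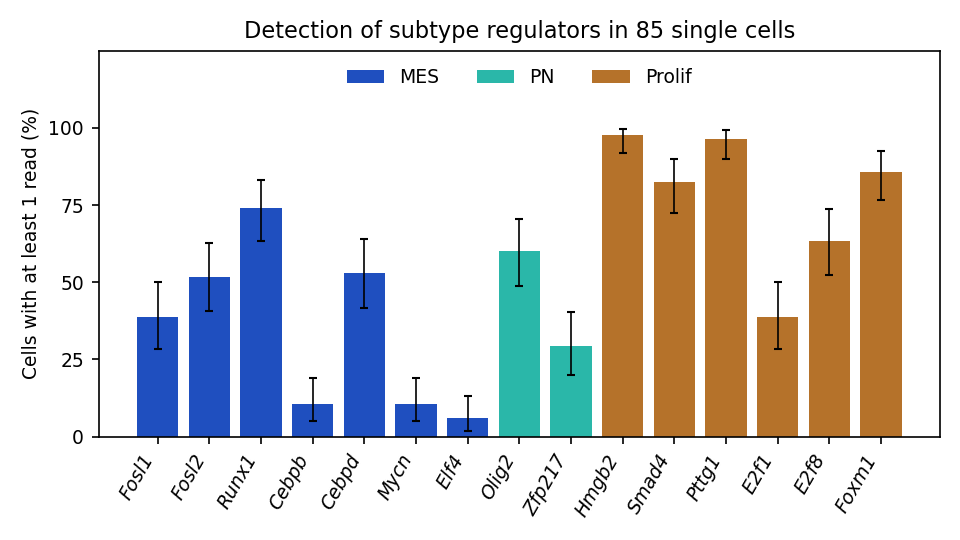
Share of the 85 single cells with at least 1 read (y axis, %) for each of the 15 regulators (x axis), colored by the subtype the paper gives. Bars start at 0 and error bars are 95% Clopper-Pearson intervals, from 5.88% of cells for *Elf4* to 97.6% for *Hmgb2*.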

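Reads of the same gene varied between single cells, less for abundant housekeeping genes than for some secreted factors. *Eef1a1*, which encodes a translation elongation factor, had 6085 ± 1550 CPM (SD over cells), and *Actb*, the gene of cytoplasmic beta-actin, 12399.8 ± 6389 CPM. The other 8 of the 10 most abundant genes, *Septin11*, *Ttyh2*, *Septin2*, *Dpysl2*, *Malat1*, *Ubc*, *Vim* and *Tubb5*, had means from 5872 down to 4447 CPM, and all were read in every cell. *Spp1*, which encodes the secreted protein osteopontin, was read in 38 of 85 cells at a mean of 686 CPM and reached 9438 CPM. *Ccl2*, a chemokine gene, was read in 69 cells at a mean of 513 CPM and reached 8233 CPM. *Ly6a*, with the largest variation for its level, was read in 8 cells, and 1 cell held 93.6% of its summed CPM. *Calca* and *Ppl* also drew 75.6% and 61.2% of their summed CPM from 1 cell. Of the other genes with large variation for their level, *Clu* and *Apod* were each read in 48 cells, *Dqx1* in 18, *Crabp1* in 14 and *Mmp3* in 13.
Of 22399 genes, 7400 (33.0%) had no read in any cell and 975 had reads in every cell. Over all genes and cells 69.0% of the values were 0. Of the genes detected in a cell, 9.67% had exactly 1 read (median over cells). Among 2195 genes with a mean of at least 100 CPM, 4.45% of the values were 0, against 1.93e-07% if reads were drawn at the same depth from 1 profile shared by all cells. Among 8853 genes with a mean of at least 10 CPM, the median coefficient of variation was 1.37, against 0.276 for such sampling. The sampling covers counting error only, and reads amplified by PCR without molecular identifiers vary more than this by construction. Pearson's r between 2 cells was 0.359 to 0.649, with a median of 0.532. To set cells at 1 depth, reads were removed at random down to 200000 per cell in the 78 cells that had as many, leaving out 7. The median number of genes detected fell from 7020.5 to 6712 in these cells, and the share of zeros among the regulators of the Fig. 2 legend rose from 46.1% to 49.6%. At 10000 reads per cell, 3222 genes were detected and 75.2% of those regulator values were 0.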

Expression profiles from single cells are very noisy, due to low sequencing depth, thus reducing the ability to study their biology. Indeed, low depth of sequencing represents a major confounding factor that can be effectively remedied by metaVIPER analysis.

**Fig. 2:**
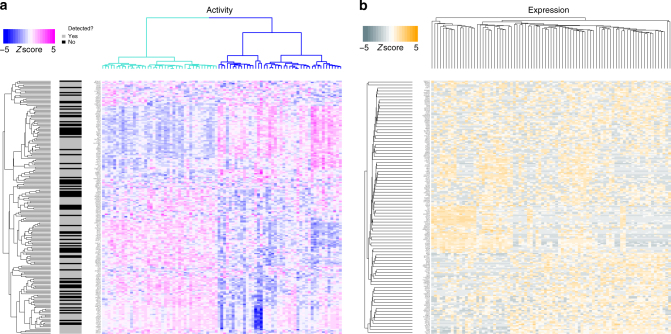
Inference of protein activity for single cells from GBM mouse model. **a** MetaVIPER-based protein activity analysis of single cells from a mouse GBM model^27,28^ by unsupervised clustering using all annotated transcriptional factors, co-transcriptional factors, and signaling proteins. Two major clusters were identified, corresponding to established mesenchymal (MES, blue) and proneural (PN, turquoise) subtypes, with varying proliferative (Prolif) potential^11^. Indeed, among the top 200 transcriptional factors (i.e., with the highest inter-cluster activity variability), we found established master regulatory transcriptional factors of the MES (*FOSL1, FOSL2*, *RUNX1*, *CEBPB*, *CEBPD*, *MYCN, ELF4*), PN (*OLIG2, ZNF217*), and Prolif (*HMGB2*, *SMAD4*, *PTTG1*, *E2F1*, *E2F8*, *FOXM1*) subtypes^13^. **b** Subtype representation is lost when clustering is performed based on gene expression profiles

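Proliferation genes varied together over the cells, and so did the MES regulators. For these correlations each gene was left out of the score of its own list. Of 56 proliferation genes, 48 had a positive Spearman's rho with the proliferation score, as did 67.1% of all genes tested, led by the centromere gene *Cenpe* (rho = 0.604), the topoisomerase gene *Top2a* (rho = 0.588) and the mitotic kinase gene *Aurkb* (rho = 0.578). Of the proliferation regulators, *Hmgb2* had a rho of 0.405 and *Foxm1*, a transcription factor gene of mitotic genes, of 0.298, whereas *E2f8* (rho = 0.197), *E2f1* (rho = 0.125), *Pttg1* (rho = 0.101) and *Smad4* (rho = 0.00707) lay lower. Of the MES regulators, *Fosl1* (rho = 0.638) and *Fosl2* (rho = 0.500) followed the MES score most closely, then *Cebpb* (rho = 0.348), *Runx1* (rho = 0.218), *Cebpd* (rho = 0.159) and *Mycn* (rho = 0.0197). *Elf4* had too few cells with reads to be scored. *Olig2* had a rho of 0.574 with the PN score and -0.557 with the MES score, whereas *Zfp217* had a rho of -0.359 with the PN score. *Fosl1* and *Olig2* were both read in 12 cells, against 19.8 if their reads were independent, and had a rho of -0.356.
The proliferation genes had a mean pairwise Pearson's r of 0.185 ± 0.0471 (SD over random sets of cells), above all of 10000 random lists. This value rests in part on 3 cells, which held reads of 7, 8 and 12 of the 25 G2M genes, while 44 cells held reads of all 25. Without these cells, a choice made after seeing the data, it was 0.101, with random lists up to 0.0499. On ranks it was 0.116. The G2M genes alone had 0.529, or 0.447 without the same cells, and the S phase genes 0.177 or 0.135. The 6 MES regulators tested had 0.0963, at percentile 99.4 of random lists, and the 6 proliferation regulators 0.0718, at percentile 92.0. The proliferation score had a Pearson's r of -0.143 and a Spearman's rho of -0.157 with the MES score, and 0.261 and 0.279 with the PN score. Pairs of random lists had a median r of 0.427 and 0.374 in these comparisons, so the first r lay at percentile 0.0100 and the second at percentile 19.0. Without the 2 cells farthest from the median proliferation score, r was -0.216 with the MES score and 0.368 with the PN score. Without the 2 farthest from the median MES score it was -0.165, and without the 2 farthest from the median PN score 0.195. The proliferation score also had a rho of 0.557 with the number of genes detected.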

Quality of single cell gene expression profiles is generally reflected by the number of detected genes^29^. Higher quality gene expression profiles, as identified by higher transcriptome complexity, tend to result in higher correlation between the profiles of single cells in the same sub-population clusters (Supplementary Fig. 3A, B). 

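Cells with more genes detected had profiles closer to those of the other cells. In the 29 cells with the fewest genes detected, 4965 to 6751, the mean Pearson's r of a cell with the other cells was 0.507 ± 0.0267 (SD over cells). It was 0.535 ± 0.0174 in the 28 cells with 6785 to 7322 genes and 0.549 ± 0.0137 in the 28 cells with 7326 to 8082 genes. Over all cells, genes detected and this similarity had a Spearman's rho of 0.751 ± 0.0563 (SD over random sets of cells) and a Pearson's r of 0.809. Without the 2 cells farthest from the median number of genes, r was 0.755. Measured only against cells of the same expression cluster, rho was 0.718. The total count of a cell had a lower rho with similarity, 0.255, and a rho of 0.218 with the number of genes detected. In the 78 cells with at least 200000 reads, the rho of genes detected and similarity was 0.731, and 0.686 when each was thinned to 200000 reads. The number of genes detected had a rho of -0.00384 with the MES score and 0.240 with the PN score. Library indexes accounted for 10.0% (11 indexes) and 12.5% (8 indexes) of the variance in genes detected, within the range of 100 shuffles of the index labels. Similarity was measured on log2(CPM + 1) with zeros kept. The zeros of a cell thus enter both its number of genes detected and its similarity, so their relation may in part be built in. The clusters of the paper, which come from protein activity, were not used here.

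**Figure D3:**
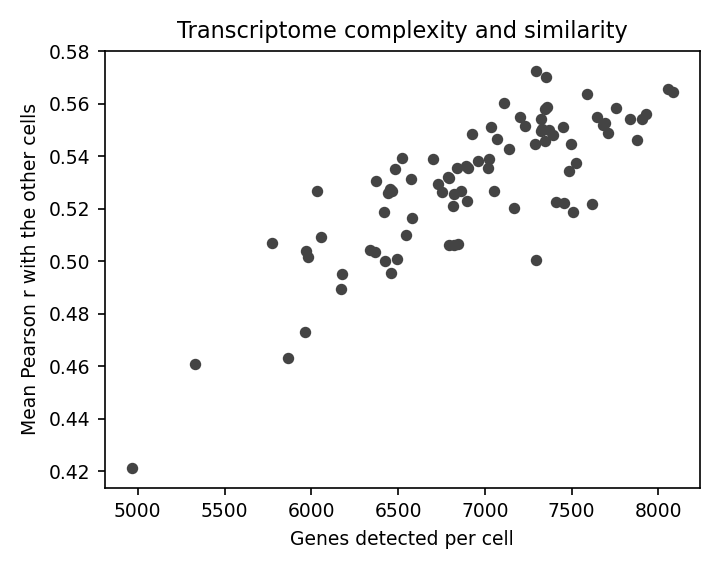
Number of genes detected (x axis) and mean Pearson's r of a cell's log2(CPM + 1) profile with those of the other cells (y axis), 1 point per cell. Similarity rises from 0.421 in the cell with 4965 genes to a highest value of 0.573.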

Once processed with metaVIPER, however, not only intra-population correlation between individual cells increases significantly but it also becomes virtually independent of transcriptome complexity (Supplementary Fig. 3C). This is because protein activity inference is based on the expression of many target genes and is thus much more robust than estimating gene expression from a single measurement, thus improving resilience to low-quality data.

We further tested our methodology on single cell data from tissue representing a complex mixture of melanoma cells and infiltrating B and T lymphocytes^35^. By integrating interactomes representative of skin cutaneous melanoma (SKCM, see Methods), B^9^ and T^36^ lymphocytes, as well as 24 TCGA human cancer tissue^24^ (Supplementary Table), metaVIPER was able to infer protein activity profiles that effectively discriminate between these different cell types. Furthermore, it revealed differential activity of established lineage markers that could not be detected at the gene expression level (Fig. 3b–j). This represents a critical value of this approach, as many important lineage markers and other transcriptional regulators may yield no scRNA-Seq reads, due to their relatively low transcript abundance combined with low sequencing depth. Based on a metric assessing the dynamic range of protein activity in different sub-clusters, metaVIPER significantly outperformed single-regulon-based VIPER analysis on this dataset (Supplementary Fig. 4). Most importantly, metaVIPER correctly inferred the differential, tissue-specific activity of established lineage determinants at the single cell level (Fig. 3b–j). For instance, *PAX5*^37^, *EBF*1^38^, and *E2A*^39^ showed significantly higher activity in B lymphocytes (one-tail, *p* < 10^−10^); *MITF*^40^, *CTNNB1*^41^, and *HMGB1*^42^ showed significantly higher activity in melanoma cells (one-tail, *p* < 10^−10^); finally, *BCL11B*^43^, *FOXP3*^44^, and *TBET*^45^ showed significantly higher activity in T lymphocytes (one-tail, *p* < 10^−10^). Conversely, we could not detect significant gene expression differences for most of these genes (e.g., *p*_HMGB1_ > 0.9) in melanoma cells, or expression was barely detected at all (average transcripts per million < 1), see *E2A* in B lymphocytes or *FOXP3* and *TBET* in T lymphocytes, for instance (Fig. 3b–j).

**Fig. 3:**
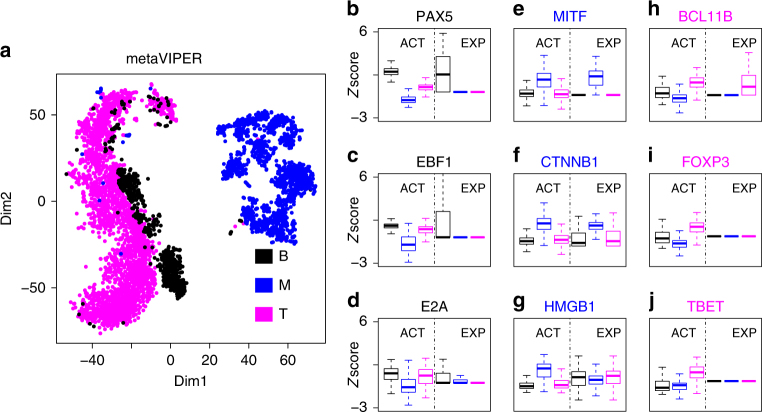
Inference of protein activity for single cells profiled by Tirosh et al*.*^35^. **a** Annotated cell types (B: B lymphocyte, T: T lymphocyte, M: melanoma cell) were separated by t-SNE analysis, using metaVIPER-inferred activity for all annotated transcriptional factors, co-transcriptional factors, and signaling proteins. Boxplots show metaVIPER-inferred activity, as well as gene expression for tissue-specific lineage markers, including *PAX5*^37^, *EBF1*^38^, and *E2A*^39^ for B lymphocyte (**b**–**d**), *MITF*^40^, *CTNNB1*^41^, and *HMGB1*^42^ for melanocyte (**e**–**g**), *BCL11B*^43^, *FOXP3*^44^, and *TBET*^45^ for T lymphocyte (**h**–**j**). While these markers are significantly differentially active in these tissues, they could not be effectively assessed at the single cell level, either because no mRNA reads were detected or because markers were not statistically significant in terms of differential gene expression. Boxplots showed the median, lower/upper whiskers, and hinges of *z-*scores

To provide a more systematic comparison of the improvements offered by metaVIPER analysis of single cells against approaches based on state-of-the-art gene expression analysis algorithms, using the same mixture of T, B, and melanoma cells described in the previous section. Most methods designed to address the gene dropout issue in scRNA-Seq profiles are not intended to perform differential expression analysis of two individual cells but rather only of single cell subsets representing molecularly distinct clusters/subtypes^46–48^. To perform this analysis, we thus quantified single cell gene expression using RSEM^49^, which pre-assembles sequencing reads into transcripts, thus providing more accurate single cell gene expression quantification^50^. We then assessed the fraction of single cell pairs from two distinct clusters (e.g., B and T cell related) that could recapitulate differentially expressed genes and differentially active proteins, as originally detected from their corresponding bulk cell populations. For each cluster, we generated “synthetic bulk” expression profiles by averaging 100 randomly selected single cells, based on which we generated “synthetic bulk” protein activity profiles. As shown in the corresponding t-SNE plots, synthetic bulk profiles from metaVIPER-inferred protein activity analysis (Fig. 4b) were much tighter than those produced by gene expression analysis (Fig. 4a), suggesting that VIPER-inferred protein activity is more reproducible across samples than mRNA expression. Finally, we assessed the fraction of the 100 most differentially expressed genes and differentially active proteins (as assessed from bulk sample analysis) that could be recapitulated in a given fraction of single cells when compared to the bulk expression of a different cluster (e.g., a single T-cell vs. all cells in the melanoma cluster). As shown in Fig. 4c, differential activity (turquoise curve) significantly outperformed RSEM-based differential gene expression analysis (yellow curve). This becomes even more evident when considering pairs of differentially expressed genes or active proteins (e.g., gene X and Y being both differentially expressed in a single cell if they are both differentially expressed in the bulk) (Fig. 4d). The latter is important as it supports use of metaVIPER to generate analyses similar to what is normally accomplished by FACS, using two or more markers, using any of the ~6000 proteins assessed by the algorithm not limited by antibody availability. This is shown in Fig. 4e–j, where virtual FACS plots are shown for critical lineage markers of these populations using gene expression (top plots) or protein activity (bottom plots). As shown, it is virtually impossible to identify cell clusters based on selected marker pairs at the gene expression level. Indeed, most of the cells are found either on the *x*-axis (no detectable expression of the Y-marker) or on the *y*-axis (no detectable expression of the X-marker) or at the intersection of the two axes (no detectable expression of either marker). In contrast, metaVIPER analysis generates virtual FACS plots that are consistent with what would be produced by an actual FACS assay. For instance, consider CD19 and CD3, which are classic B and T cells markers, respectively. From metaVIPER analysis (Fig. 4j), one can clearly identify a CD19+/CD3− cluster corresponding to B cells, a CD19−/CD3+ cluster corresponding to T cells, and a CD19−/CD3− cluster corresponding to melanoma cells. Yet, this is not possible when considering single cell gene expression (Fig. 4i).

**Fig. 4:**
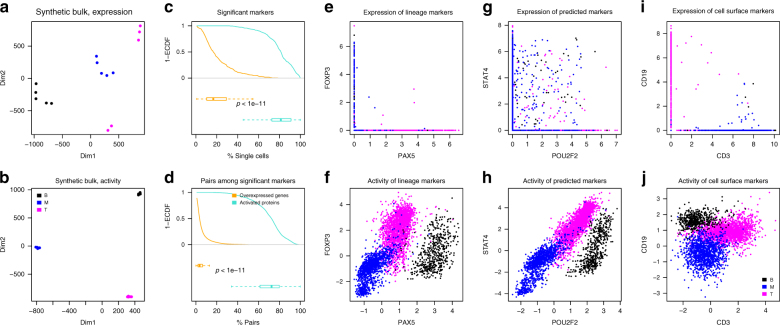
Comparative analysis of single cell metaVIPER performance compared to gene expression based methods. We identified the 100 most differentially expressed genes and differentially active proteins based on the analysis of five synthetic bulk samples created by averaging the expression of 100 randomly selected single cells from the melanoma, B cell, and T cell population clusters, respectively. **a**, **b** Based on t-SNE analysis, synthetic bulk samples clustered more tightly when analyzed based on VIPER-inferred protein activity than based on gene expression. **c** This panel shows the percent of the top 100 most differentially expressed genes/active proteins recapitulated as significantly differentially expressed/active in a given fraction of individual cells against the average expression/activity in a distinct cluster (e.g., a T cell vs. the average of all B cells). The yellow and turquoise curves (1-ECDF) and boxplots (median, lower/upper whiskers, and hinges) summarized the results of RSEM and metaVIPER-based analyses, respectively. **d** The same analyses were repeated to assess reproducible differential expression/activity of a gene/protein pair, as relevant for virtual FACS analyses. **e**, **f** Virtual FACS analyses using expression and activity of established lineage marker TFs by RSEM and metaVIPER-based analysis (see main text and Fig. 3 for details). **g**, **h** Virtual FACS analysis using expression and activity of *STAT4* and *POU2F*—both identified as differentially expressed and active candidate biomarkers from bulk sample analyses—using the same methods. **i**, **j** Virtual FACS analysis based on expression and activity of CD3 and CD19 cell surface markers, as used in standard FACS analyses, using the same methods

Finally an additional value of the algorithm is that processes that are not consistent with the transcriptional regulatory architecture of the cells of interest are effectively filtered out by the interactome analysis. This is useful, for instance, in eliminating bias due to different chemistry of single cell profiling or batch effects due to use of different gene expression quantification methodologies (Supplementary Fig. 5 and 6). This is helpful as these biases and batch effects represent a major obstacle to the integrative analysis of gene expression data generated in different labs or using slightly different reagent batches.

Taken together, these data show that metaVIPER represents a useful methodology for the analysis of single cell data and, in particular, for the identification of lineage-specific regulatory programs and lineage markers in samples comprising a heterogeneous mixture of single cells.

## Discussion

We have shown that integration of multiple interactomes using an evidence integration platform (metaVIPER) can provide accurate assessment of protein activity independent of tissue lineage. By systematic, we mean that activity of 6000 proteins can be reproducibly assessed from any tissue, independent of their gene expression; this is especially valuable in single cell analyses. MetaVIPER can thus help infer activity of key regulators in tissues lacking a matched interactome—either due to low sample availability (orphan tissues) or to lack of tissue lineage information—as well as in highly heterogeneous single cell populations isolated from bulk tissue. We propose a specific metric (ECDF_|NES|_) to assess whether a specific repertoire of interactomes is adequate for the metaVIPER analysis of an unknown or orphan tissue.

MetaVIPER is especially useful for the study of single cell biology, as its results are largely independent of sequencing depth and allow quantitative inference of protein activity even when the corresponding mRNA is undetectable. Indeed, differential activity of established lineage markers of T, B, and melanoma cells could be clearly assessed in single cells from a complex mixture, even though most of these markers were either not detected or could not be identified as statistically significantly differentially expressed at the mRNA level. The reduction in bias and batch effects is an additional advantage, allowing integration of datasets from multiple labs or generated at different times, thus addressing the important issue of single cell data reproducibility.

Among the most obvious limitations of the method, metaVIPER cannot accurately measure activity of proteins whose regulons are not adequately represented in at least one of the available interactomes. This includes proteins whose targets are exceedingly tissue-specific within rare tissue types and single cell sub-populations, for instance in LIHC and TGCT. As more interactomes are assembled, including by ARACNe analysis of single cell data from homogeneous sub-populations, this limitation will be increasingly mitigated. This suggests that a concerted effort toward the generation of regulatory models representing distinct cellular compartments should be undertaken.

It should be noted that, while we used ARACNe as a methodology for interactome generation, there are many alternative/complementary methods to accomplish the same goal, ranging from DNA binding-site analysis^51,52^, to correlation-based^53^ and graphical-model-based^54^, to literature-based approaches^55^. Comparison of VIPER performance using several of these methods was already discussed in ref. ^7^ and is thus not repeated here. In terms of the VIPER algorithm, as also discussed in ref. ^7^, alternative algorithms to transform a gene expression profile into a protein activity profile are still lacking but a thorough performance comparison can be easily performed once they become available. In general, the metaVIPER approach is independent of the specific algorithms used for either interactome reverse engineering or analysis and should thus be still fully applicable once VIPER alternatives emerge.

We have shown that VIPER-based elucidation of MR proteins using tissue lineage-specific interactomes can effectively identify reprogramming and pluripotency factors^13,21,22,56^, as well as determinants of tumor states^11–13^ and resistance to targeted therapy^17,36^. As a result, application of metaVIPER to single cell populations identified by cluster analysis could help identify critical determinants of lineage development, as well as distinct dependencies within molecularly heterogeneous sub-population in cancer tissues. For instance, it may help identify critical dependencies in chemoresistant cell niches, including rare tumor-initiating and tumor stem cell niches that have been shown to have poor sensitivity to standard chemotherapy and targeted therapy. Similarly, it could help identify drivers leading to aberrant reprogramming of physiologic cell states, such as recently reported in type II diabetes^57^.

## Methods

### Regulatory networks

All regulatory networks were reverse engineered by ARACNe^9^ and summarized in Supplementary Table. Twenty-four core TCGA RNA-Seq derived interactomes are available in R-package aracne.networks from Bioconductor^24^. The TCGA human SKCM network was assembled from RNA-Seq profiles. TCGA RNA-Seq level 3 data (counts per gene) were obtained from the TCGSA data portal, and normalized by Variance Stabilization Transformation (VST), as implemented in the DESeq package from Bioconductor^58^. The human B lymphocyte interactome was reported by Basso et al.^9^. The human T lymphocyte interactome was reported by Piovan et al.^36^. The human brain tumor regulatory networks were assembled from four more gene expression datasets besides the TCGA glioblastoma RNA-Seq dataset. For the Rembrandt, Phillips^32^, TCGA-Agilent, and TCGA-Affymetrix, informative probe clusters were assembled with the cleaner algorithm^59^ and the expression data were summarized and normalized with the MAS5 algorithm, as implemented in the affy R-package from Bioconductor^60^. Differences in sample distributions were removed with the robust spline normalization procedure implemented in the lumi R-package from Bioconductor^61^. In a similar way, differences in sample distribution for the TCGA-Agilent dataset were removed by the robust spline normalization method. ARACNe was run with 100 bootstrap iterations using 1813 transcription factors (genes annotated in gene ontology molecular function database, as GO:0003700, “transcription factor activity”, or as GO:0003677, “DNA binding”, and GO:0030528, “transcription regulator activity”, or as GO:00034677 and GO: 0045449, “regulation of transcription”), 969 transcriptional cofactors (a manually curated list, not overlapping with the transcription factor list, built upon genes annotated as GO:0003712, “transcription cofactor activity”, or GO:0030528 or GO:0045449), and 3370 signaling pathway related genes (annotated in GO biological process database as GO:0007165 “signal transduction” and in GO cellular component database as GO:0005622, “intracellular”, or GO:0005886, “plasma membrane”). Parameters were set to zero DPI (Data Processing Inequality) tolerance and MI (Mutual Information) *p*-value (using MI computed by permuting the original dataset as null model) threshold of 10^−8^.

### Associating somatic mutations with metaVIPER inference

We consider somatic mutations that happen in the same amino acid of a protein within at least three patients as recurrent somatic mutations. Then for each protein, we did enrichment analysis with activity profile for each patient as signature, and patient harboring recurrent somatic mutation for that specific protein as enriching set. We consider proteins with significant enrichment score (*p* < 0.01) as showing significant association between inferred protein activity and recurrent somatic mutations. Then we checked the fraction of proteins that can be associated with recurrent somatic mutations, and used that as criteria in evaluating the performance between VIPER and metaVIPER. In order to get enough mutated patient samples for each protein, this analysis is done in a tumor type non-specific manner.

### Preparation of glioblastoma mouse model

PDGFB–IRES–CRE expressing retrovirus was injected into the rostral subcortical white matter of adult *Pten* ^*lox/lox*^*/p53* ^*lox/lox*^*/luciferase-* ^*stop-lox*^ transgenic mice^30,31^. 

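Both genes with floxed alleles had reads in every cell of the tumor-derived culture. *Pten*, a phosphatase gene that limits PI3K signaling, lies on chromosome 19 of GRCm38 from 32757577 to 32826160 and had 128 ± 97.5 CPM (SD over 85 cells). *Trp53*, on chromosome 11 from 69580348 to 69591873, had 81.5 ± 86.8 CPM. Counts are summed over the exons of a gene, so they do not show whether the floxed exons were removed. *Pdgfb*, on chromosome 15 from 79995865 to 80024614, had 2 reads in all, in 2 cells. Whether reads from the retroviral PDGFB sequence would align to this gene is not known from the counts, and they give no measure of the virus. *Pdgfra*, the receptor gene for PDGF-AA, was read in 75 cells at 156 ± 173 CPM, and *Pdgfrb* in 13 cells. *Pdgfa* was read in 72 cells at 62.5 ± 77.9 CPM. Of the fibroblast growth factor receptors, *Fgfr1* was read in 74 cells at 102 ± 116 CPM, *Fgfr3* in 37 and *Fgfr2* in 10, and *Fgf2* was read in 1 cell. The 8 of these genes that were tested had a mean pairwise Pearson's r of -0.0103, at percentile 13.9 of random lists. Members went both ways, with a Spearman's rho with the MES score of 0.454 for *Pdgfa* and -0.480 for *Pdgfra*. Among targets of p53, the cell cycle inhibitor gene *Cdkn1a* was read in 66 cells at 57.4 CPM and *Mdm2* in 69 at 68.5 CPM. *Bax* was read in 72 at 31.8 CPM. No cells known to have intact p53 were there to compare, so these reads give no measure of p53 activity. The 10 p53 targets tested had a mean pairwise r of 0.0255, at percentile 71.3.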

Mice developed brain tumors with the histopathological features of glioblastoma by 28 days post injection with retrovirus.

### Generating scRNA-Seq profiles for glioblastoma mouse model

Following IACUC guidelines, animals were sacrificed at the first sign of morbidity. Ex vivo gross total resection of the tumor was performed and tumor cells were isolated using enzymatic digestion^62^. The isolated cells were cultured in a 2:1 ratio of basal media (DMEM, N2, T3, 0.5% FBS, and penicillin/streptomycin/amphotericin) in B104 conditioned media^63^. This media was further supplemented with PDGF–AA (Sigma-Aldrich; St. Louis, MO) and FGFb (Gibco; Grand Island, NY) to a concentration of 10 ng/ml. We then obtained 85 scRNA-Seq profiles using the Fluidigm C1 system. We loaded dissociated cells into a Fluidigm Integrated Fluidic Circuit with capture sites designed for 10–17 μm diameter cells after staining the single cell suspension with Calcein AM (Life Technologies). We then imaged the cells that had been captured on-chip with both bright field and fluorescence microscopy using an inverted Nikon Eclipse Ti–U epifluorescence microscope with a ×20, 0.75 NA air objective (Plan Apo λ, Nikon), a 473 nm diode laser (Dragon Lasers), and an electron multiplying charge coupled device (EMCCD) camera (iXON3, Andor Technologies). This allowed us to identify capture sites with zero, one, and more than one cell and also to identify capture sites containing living cells, based on the Calcein AM fluorescence. We then lysed the cells, reverse transcribed mRNA into cDNA, and pre-amplified full-length cDNA by PCR automatically using the Fluidigm C1 Autoprep instrument according to the manufacturer’s instructions. Finally, we harvested individual cDNA libraries from the microfluidic device and converted them into indexed, Illumina sequencing libraries by in vitro transposition, and PCR using the Nextera system (Illumina). The pooled libraries were sequenced on a single lane of an Illumina HiSeq 2000 with single-end 100-bp reads. After demultiplexing, the resulting raw reads were aligned to the murine genome and transcriptome annotation (mm10, UCSC annotation from Illumina iGenomes) with Tophat 2. Uniquely aligned, exonic reads were then quantified for each gene using HTSeq.

### Code availability

metaVIPER is implemented in viper function from Bioconductor R-package VIPER: https://www.bioconductor.org/packages/release/bioc/html/viper.html. ARACNe algorithm: http://califano.c2b2.columbia.edu/aracne. Custom scripts will be provided upon request to the corresponding authors.

### Data availability

scRNA-Seq data for the mouse glioblastoma model described in the paper have been deposited at the Gene Expression Omnibus (GEO) under accession number GSE95157. R-package aracne.networks is available on Bioconductor (10.18129/B9.bioc.aracne.networks). SKCM, B, and T lymphocyte interactomes (10.6084/m9.figshare.4833704). Brain tumor interactomes (10.6084/m9.figshare.4648765.v1). TCGA expression and somatic mutation profile: http://cancergenome.nih.gov/. REMBRANDT data set: https://gdoc.georgetown.edu/gdoc/. COSMIC somatic mutation profile: http://cancer.sanger.ac.uk/cosmic. Filtered PBMC scRNA-Seq expression profiles generated using 10× Genomics V2 chemistry: https://support.10xgenomics.com/single-cell-gene-expression/datasets/2.0.1/pbmc4k. Filtered PBMC scRNA-Seq expression profiles generated using 10× Genomics V1 chemistry: https://support.10xgenomics.com/single-cell-gene-expression/datasets/1.1.0/pbmc3k. All relevant data are available from the authors.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

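Cultured mouse tumor cells were profiled singly by full-length scRNA-Seq on the Fluidigm C1 system, and 85 profiles were analysed as 1 group. The number of mice and cultures is not stated, and the cells are taken as 1 culture. The authors aligned single-end 100-bp reads to mm10 with Tophat 2 and the UCSC annotation, and counted uniquely aligned exonic reads per gene with HTSeq. The submitters' processing notes also name TopHat2, HTSeq, mm10 and GRCm38, and the versions are not given in the sources used here. The deposited values are whole-number counts per gene and cell, not normalized, and no summary lines or spike-ins were among them. Because only unique alignments were counted, genes with near-identical copies or pseudogenes are undercounted, and reads shared by overlapping genes cannot be told apart. Genes were identified by number and named through the RefSeq annotation of GRCm38.p6, the same assembly as mm10, from which all coordinates are taken. Of the gene numbers, 22207 matched a symbol and 192, with 0.0686% of the reads, did not. Counts of 14 repeated gene numbers were summed, giving 22399 genes. No mitochondrial genes were in the table.

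From the deposited counts, CPM were computed over the total count of each cell and analysed as log2(CPM + 1). A gene counted as detected in a cell with at least 1 read. Scores, clustering and correlations between genes used genes with a read in at least 10% of cells, which is 9 cells. Before the data were examined, 25 gene lists, the measures and 149 patterns of transcription factor family symbols were fixed, and 3 list symbols found no match. MES and PN lists join the regulators of the Fig. 2 legend with textbook markers, and the proliferation list joins its regulators with S phase and G2M genes. The other lists cover neural, glial, immune and vascular cell types, stress and metabolic responses, p53 targets, genes of the mouse model, sex-linked genes and housekeeping genes. The rule for naming genes took all 15 regulators of the legend, all genes of the mouse model and sex-linked lists, up to 4 genes by mean CPM and share of cells from each other list, the 10 most abundant genes and the 10 genes with the largest excess of squared coefficient of variation over its trend. The text names a part of these. Other names, such as members with the highest correlations, were chosen after their values were seen.

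A list's coherence is the mean pairwise Pearson's r of its members over cells, set beside 10000 random lists matched on mean expression in 20 bins. Clusters were made by Ward linkage of 1 minus Pearson's r on z-scores, with 2 clusters, and judged by the mean silhouette width. For comparison, values were shuffled over cells within each gene in 100 data sets. Spreads are SDs over 100 random sets of 42 of the cells, and shares have 95% Clopper-Pearson intervals, except that a gene read in 0 cells is given the limit of 3 counts. The spread of the number of genes detected is its SD over cells. All of these describe cells taken as 1 culture, and no test between conditions was possible. Coherence, score correlations, clustering and the windows were tested on simulated data, and the thinning and the similarity of cells were not. With 27 and 22 genes following a shared factor in opposite directions at 0.5 on the log2 scale per SD, the simulated score correlation was -0.463, and with no effect it was -0.0480. With 1000 of 11100 genes changed 8-fold the planted groups were recovered in full, and with 200 genes changed 2-, 4- and 8-fold the adjusted Rand index was 0.0388, 0.297 and 0.616, a partial recovery. Windows of 50 genes at 0.5 times the expression in 37 of 85 cells were found in 20 of 20 simulated data sets, and windows without a change in 0 of 20. These simulations used values shuffled within each gene, genes drawn at random and the known groups in place of the Y score. They hold no neighboring genes that vary together, so their rates cannot be carried over to the measured windows.

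The cells held 26918030 reads in all. The median of 299467 per cell makes 1 read worth 3.34 CPM, so a zero in a cell does not show that a gene of low expression was silent. The paper imaged the capture sites to find those with 0, 1 or more than 1 cell, and no doublet caller was run. The only technical groups in the labels were the 11 and 8 library indexes. Alternatives changed the pseudocount to 10 CPM, the gene filter to 50% of cells or none, the normalization, the correlation and the linkage. They also changed the number of clusters, the genes clustered and the detection limit, to 5 reads. List members were left out on chromosomes 11 and 15 for MES and on chromosome 15 for PN. The depth was thinned to 200000 reads per cell in the cells that had as many. Interactomes, and with them protein activity, were not used here. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.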

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

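The tests of missed reads and of female cells were chosen after the result was seen. Y-linked genes, which the paper does not discuss, were read in 48 of the 85 cells: *Eif2s3y* in 37, *Ddx3y* in 33, *Uty* in 25 and *Kdm5d* in 20. Their mean pairwise Pearson's r was 0.445, and the remaining 37 cells held no read of any of them. *Xist*, which is transcribed from the inactive X chromosome of female cells, had no read in any cell.

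The score of these genes had a Spearman's rho of 0.634 with the MES score, -0.508 with the PN score and -0.00261 with the number of genes detected. Reads missed at random are argued against by the number of Y-linked genes read per cell, which had a variance of 1.90, above 1.23, the highest of 1000 shuffles of each gene's detections, and by the 37 cells without a read, against at most 24 in the shuffles. Female cells are argued against by 0 cells with *Xist* reads. Library indexes are argued against by the 5.25% of the variance of the score between the 11 indexes and 3.27% between the 8. Each share was below the highest of 100 shuffles. A candidate explanation is a mixture of subclones that differ in copy number, since 3 of 196 windows of 50 neighboring autosomal genes outside distal chromosome 11 followed the score beyond 1000 matched random sets. Of all 200 windows, 35 held genes that varied together more than in any random set, most of which did not follow the score. The genes of 2 of the 3 windows did so, and in the window on chromosome 19 they did not, with a mean pairwise r of 0.0180 against up to 0.0350. Neighboring genes regulated together in MES-like or PN-like cells could give the same windows and were not separated from copy number, so both stay open, and no DNA was measured here. The number of mice is not stated, so these values also cannot tell whether the cells came from more than 1 mouse.

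Of the 200 windows, 5 followed the Y score. The strongest lay on chromosome 11 of GRCm38, from 116142285 to 120047183 (rho = -0.617, with 44 of 50 genes negative) and from 109362794 to 116138868 (rho = -0.588, with 40 of 50 negative). The others lay on chromosome 15 from 85879309 to 96643438 (rho = -0.475), chromosome 5 from 22486480 to 30907807 (rho = -0.422) and chromosome 19 from 5298331 to 6378038 (rho = 0.473). In the same order, rho with the MES score was -0.582, -0.711, -0.542, -0.473 and 0.416. Rho with the PN score was 0.545, 0.698, 0.657, 0.474 and -0.322. Some windows thus followed the MES and PN scores more closely than the Y score, and others less. *Birc5*, on chromosome 11 from 117849237 to 117855743, had a rho of -0.591 with the MES score, the lowest of the 56 proliferation genes.

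Genes of cholesterol synthesis, outside those the paper discusses, had a mean pairwise r of 0.273 over 14 genes. This was above all of 10000 random lists, the highest of which reached 0.145. The score of these genes had a rho of 0.379 with the number of genes detected, 0.365 with the PN score and -0.325 with the MES score. *Hmgcs1* and *Hmgcr*, which encode early enzymes of the pathway, were read in all 85 cells at 581 ± 444 and 332 ± 209 CPM (SD over cells), and *Sqle* in 84 at 282 CPM.

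Interferon response genes had a mean pairwise r of 0.180 over 7 genes, above all random lists. This rests on 2 cells that held reads of 13 of the 14 listed genes, with a summed 2282 and 3560 CPM, against a median of 149 CPM in the other 83 cells and at most 8 genes read in any of them. Without these cells the mean pairwise r was 0.0874 over 6 genes, at percentile 98.7 of random lists.

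A window on chromosome 13 from 21735034 to 24831489 holds 41 histone genes whose mean pairwise r was 0.205. A cell held reads of 1 to 36 of them, with a median of 21. Their score had a rho of 0.198 with S phase genes and 0.166 with G2M genes.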

How the results depend on the processing

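Each of 63 alternatives was set beside the spread between random sets of cells, the binomial interval or, for genes detected, the SD over cells. Of the 63, 47 kept the sign and moved by less, 16 moved further and 0 changed sign. Among the 63, 6 were chosen after seeing the data. The filter on shallow cells left out 0 cells and so tested nothing. Nor did a detection limit of 1 CPM, counted among the 63, since it equals 1 read at totals of at most 783143. No paired analysis was possible because the cells are taken as 1 culture and carry no replicate numbers.

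With a detection limit of 5 reads, the median number of genes detected was 5291, the share of genes with no read in any cell 39.8% and that of transcription factor genes 26.3%, as a stricter limit must give. Thinned to 200000 reads per cell, the share of genes with no read was 34.4% and the rho of genes detected with similarity 0.686. A filter of 50% of cells, which leaves fewer and better measured genes, gave a coherence of 0.309 for MES and 0.205 for PN genes. The coherence of proliferation genes was 0.116 on ranks, 0.133 after regression on genes detected and 0.101 without the 3 cells with few G2M genes, so it rests in part on those cells. The correlation of MES and PN scores was -0.214 with the regulators alone, which have 6 and 2 genes, and lay between -0.773 and -0.708 under the other alternatives. The silhouette was 0.0348 with transcription factor genes, where random sets of the same size had a median of 0.0471, 0.204 with the 200 genes of highest variance and 0.256 with MES and PN genes alone. The rho of genes detected with similarity was 0.812 with a pseudocount of 10 CPM and 0.825 without a gene filter. The cause of these last shifts was not tested.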

Differences from the paper's values

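The paper's text gives about 40% as the share of critical subtype-related proteins without detectable expression in any single cell. Among the 15 regulators of the Fig. 2 legend this share was 0% here, with at least 1 read counted as detection, 6.67% with at least 5 reads and 0% after thinning. Among 1055 genes of transcription factor families it was 21.6%, 26.3% with at least 5 reads and 22.5% after thinning. None of these alternatives, all set before the data were examined, came within 1.5 times the paper's value, and the filter on shallow cells removed no cell. The paper's text does not list the proteins behind its share or give its detection limit, so the sets of genes differ.

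The paper reports that expression profiles, unlike protein activity, did not capture MES and PN cells at that resolution. It also reports that clustering on expression did not effectively separate the cells into distinct groups. Scores of MES and PN gene lists, fixed beforehand and not found by clustering, had r = -0.733 over the cells here. With the regulators of the Fig. 2 legend alone r was -0.214. Such a correlation of scores is not a separation of cells. The mean silhouette on all genes was 0.0518, a weak separation, and 0.204 on the 200 most variable genes, which were picked from the same data. On 624 transcription factor genes it was 0.0348, below the median of random sets of genes (0.0471). The 2 clusters of those genes differed in mean MES score (-0.233 and 0.559) and mean PN score (0.187 and -0.449). Genes in both sets were not left out of these scores, so the difference may in part be built into the clustering.

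The paper places *ZNF217* among the regulators of PN cells by protein activity. Of the 8 MES and PN regulators with reads in enough cells for an expression score, 7 had a positive rho with the score of their own subtype, *Mycn* the lowest at 0.0197. *Zfp217* did not, with a rho of -0.359 with the PN score and 0.283 with the MES score. Of all genes tested, 45.8% had a positive rho with the MES score and 59.1% with the PN score. *Cebpb* rests on single reads in 9 cells. Expression and activity are different measures.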

Other observations

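Some myelin and astrocyte genes ran with the PN genes. Of 11 myelin genes, 6 were read in too few cells to be tested. A score of the other 5 had a Spearman's rho of 0.527 with the PN score and -0.545 with the MES score, with *Mbp* at 0.493, *Ugt8a* at 0.489, *Plp1* at 0.302 and *Cnp* at 0.0858 with the PN score. Of the astrocyte list, *Aldoc* (rho = 0.609) and the glutamate transporter gene *Slc1a3* (rho = 0.552) ran with the PN score. Of the neural stem list, *Fabp7* had a rho of 0.673 with the PN score, but *Id3* had -0.121, *Nes* -0.0315 and *Notch1* 0.127, and the list as a whole 0.0842. Of the astrocyte list, *Gja1* did not follow the PN score (rho = 0.0220) and *Clu* ran against it (rho = -0.354). A score of the 10 astrocyte genes tested had a rho of 0.360 with the PN score and -0.384 with the MES score. The coherence of these 10 genes was 0.0272, at percentile 70.9 of random lists. On the MES side, immediate-early genes had a rho of 0.471 with the MES score, with *Ier3* at 0.466, *Jun* at 0.431 and *Fos* at 0.199, but *Egr1* at -0.0450. *Spp1* had a rho of 0.508, *Flt1* of 0.487, *Pdgfrb* of 0.417 and *Actb* of 0.569 with the MES score, while *Ttyh2*, on distal chromosome 11, had -0.580.

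Of the other lists, the coherence was 0.103 for myelin genes (percentile 96.9 of random lists), 0.0737 for immediate-early genes (99.99), 0.116 for the unfolded protein response (99.9), 0.138 for heat shock (98.7), 0.0670 for hypoxia and glycolysis (97.9), 0.0683 for neural stem genes (92.8), 0.0272 for pericyte and fibroblast genes (68.6) and 0.0498 for housekeeping genes (79.6). *Hspa5*, a chaperone gene of the unfolded protein response, had 1759 ± 1028 CPM, *Hspa8* 1429 ± 453 CPM and the glycolytic gene *Aldoa* 1835 ± 568 CPM (SD over cells). The neuronal, microglial, lymphocyte and endothelial lists had too few detected genes for a coherence.

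The tests of a few abundant genes, of non-tumor cells and without some list members on chromosomes 11 and 15 were chosen after the result was seen. The opposite course of MES and PN scores was weighed against technical explanations. The number of genes detected is argued against by r = -0.764 after regression on it, under the lowest of 10000 random pairs (-0.409). A few abundant genes are argued against by a weak link to the scores. The percent of a cell's reads in the 10 most abundant genes ranged from 4.26% to 8.34%. It had a rho of 0.133 with the MES score and -0.133 with the PN score. With so weak a link, the partial correlation given this percent, -0.731, could hardly move and adds nothing. Library indexes are argued against by 3.09% of the variance between the 8 indexes. Non-tumor cells cannot be told apart: the bound set was reads of at least 3 microglial or 3 endothelial genes in a cell, 1 cell met it with 3 endothelial genes, and the *Sox10* reads in all cells would also be found in normal glia. The copy number difference that may follow the Y score cannot be told apart, since the partial correlation given the Y score and a score of distal chromosome 11 was -0.493, between the bounds set for either reading. Within the 37 cells with no Y-linked read r was -0.541 and within the 48 others -0.682, so the Y groups alone do not account for the whole pattern. Without the MES members on chromosomes 11 and 15 and the PN members on chromosome 15, leaving 24 and 21 genes, r was -0.725. Few of the 27 and 22 genes were left out, so r could hardly move, and this value does not decide on dosage. PN members on chromosome 11 were not left out, nor was *Fosl1*, which lies in the chromosome 19 window that followed the Y score. Effects of such a difference on genes elsewhere were not tested. A biological range between MES-like and PN-like states is a hypothesis that stays open, and cells taken as 1 culture give no condition to test it.

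The similarity of cells with many genes detected was tested against total count. In the 78 cells with reads enough for it, each thinned to 1 depth, the rho was 0.686, against 0.731 in the same cells before thinning, which argues against total count as the whole cause. The zeros of a cell enter both measures, so part of the relation may be built in, and thinning cannot show how much. Capture and amplification efficiency, or the RNA content of a cell, may also set the number of genes detected, and neither was measured here.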
